A study of Mus musculus with 7 samples. Its data were reported in "PDGFRα signaling regulates Srsf3 transcript binding to affect PI3K signaling and endosomal trafficking" (2024).

How the data were processed

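The series holds eCLIP libraries of iMEPM cells, an immortalized line of mouse embryonic palatal mesenchyme, without ligand or after 10 ng/mL PDGF-AA for 1 hour. Samples were grouped by their titles into untreated Srsf3 immunoprecipitation (2 libraries), PDGF-AA Srsf3 immunoprecipitation (1 library), and 1 input and 1 IgG immunoprecipitation of each condition. The PDGF-AA Srsf3 library is titled replicate 2, and no PDGF-AA replicate 1 is among the samples. The labels do not say whether the 2 untreated libraries came from separate cultures; the methods of the study call its eCLIP replicates biological. The files analysed were 4 peak lists, 1 full list per condition and 1 list per condition of peaks said to be unique to it. The input and IgG libraries have no list of their own here and were not analysed.

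According to the methods of the study, the authors trimmed adapters with cutadapt, collapsed reads on their unique molecular identifiers, removed reads that matched repetitive elements, aligned the remainder end to end with STAR, called peaks with omniCLIP and annotated them with RCAS. The methods do not name the library that served as background for the peaks. The submitters' processing notes name cutadapt 1.18, STAR 2.7.9 and the builds GRCm38 and GRCm39; the study's methods name GRCm39. Each deposited row is a peak interval with a gene, its type and the caller's own peak name, with no score, height, p-value or read count beside it in these lists. Peaks were called once per condition, so peaks cannot be compared between replicates and the untreated list rests on more libraries than the PDGF-AA list. The lists carry no read counts, so no interval or floor that needs one was computed; the mapped reads per library stated in the methods of the study are given with its reported values. Removing reads of repetitive elements before alignment can lower the number of peaks in repeats. By the read numbers in the study's methods this step took no reads from untreated replicate 1, while both other Srsf3 libraries lost reads. Whether it acted unequally or the unchanged number is an error cannot be told. Annotation with overlapping genes lists some intervals more than once.

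The reference was GRCm39 with the GENCODE M39 annotation. Of the rows in the untreated and PDGF-AA full lists, 98.7% and 98.8% lay inside the gene they name on this build and strand. The full lists hold 6607 and 8623 rows, and 211 and 239 of these repeat an interval under another gene; each distinct interval was counted once, with the first gene listed, leaving 6396 and 8384 peaks. The gene differed from the one in the caller's peak name in 344 and 423 rows. The lists of unique peaks held 1066 rows of 877 genes and 2322 rows of 1783 genes, and were exactly the rows of genes with no peak in the other full list, so a peak in them is unique by gene and not by position. The starts and ends of peaks were also set against the edges of internal exons of bound genes: 3085 of 29560 peak edges lay exactly 1 nt after an exon edge in genome coordinates and 54 lay on it, on both strands and at both ends. The deposited intervals therefore appear shifted by 1 nt against the annotation. They were used and are printed as deposited, and an alternative moved every interval back by 1 nt.

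Each peak was given the region of its gene that held most of its nucleotides over all transcripts, with ties resolved in the order CDS, 5' UTR, 3' UTR, non-coding exon and intron. Shares are given for protein-coding genes, and 82 untreated and 98 PDGF-AA peaks that could not be placed in the current annotation were left out. Overlap needed at least 1 nt on the same strand, and its expectation came from 100 random placements of each peak within its gene and region. Splice sites and exons were those of the transcript with the longest coding sequence of each bound gene, with 100 nt on each side, using the same exons for both lists. Motif densities were compared with 5 control windows per peak of the same gene, region and width outside all peaks, with a pseudocount of 0.5; windows were found for 6293 untreated and 8273 PDGF-AA peaks. All hexamers with at least 50 occurrences in peaks and controls were ranked.

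Differences between the lists carry 95% intervals from 1000 resamples of genes, and shares of a single list carry Wilson intervals where given. A difference was taken to pass its threshold when the interval left out 0. Bound and unbound exons were compared by 1000 permutations of bound status within genes. Gene lists with at least 5 bound members were set against 10000 random lists of bound genes matched on total peak number (1, 2, 3 to 4, 5 to 9, and 10 or more), with 2-sided permutation p-values and Benjamini-Hochberg adjustment over lists. These p-values compare genes or exons within the peak lists and not the conditions. The genes named are the 10 with the largest excess of peaks in each direction (ties by covered nucleotides, then by name), the 5 with the most peaks, Pdgfra, Srsf3, Becn1, Wdr81 and Acap3, and up to 4 members of each gene list with the most peaks; genes named for the richest motif peaks or for junction peaks were chosen after their values were seen. Some genes that meet this rule are not reported here.

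Before the data were examined, the alternatives were fixed as other overlap rules, region rules, transcript models, weightings, peak widths, merging of nearby peaks, exon rules, control windows, gene backgrounds and matching. After seeing the data, leaving out tandem repeat peaks, the caller's gene names, counting all rows, protein-coding transcripts only and the 1 nt move were added. The functions were tested on simulated data. Simulated peaks were found in the region they had been placed in for 100% of 289810 peaks, and 19 of 20 pairs of lists with equal shares had an interval that held 0. Of 12 motifs that had not been planted, 10 in the simulated untreated list and 12 in the simulated PDGF-AA list had an interval that held 0. In a first version of this simulation control windows fell on real peaks, and it was corrected before these counts. The planted hexamer ranked 1 of 4092. For GC content, 20 of 20 pairs of equal exon sets had an interval that held 0, and 8 of 200 random gene lists had an unadjusted p under 0.05 and 0 an adjusted one. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.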

Results

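Srsf3, a serine/arginine-rich RNA-binding protein that takes part in splicing, was profiled by enhanced UV-crosslinking and immunoprecipitation (eCLIP) in immortalized mouse embryonic palatal mesenchyme (iMEPM) cells. In eCLIP, RNA crosslinked to a protein is pulled down with an antibody, sequenced and compared with RNA of the same size range from the input. Cells were left untreated or received 10 ng/mL PDGF-AA, a ligand of the receptor tyrosine kinase PDGFRα, for 1 hour. The labels describe 7 libraries, of which 2 were untreated Srsf3 immunoprecipitations, 1 was a PDGF-AA Srsf3 immunoprecipitation, 2 were inputs and 2 were IgG immunoprecipitations. Peaks had been called once per condition, so each condition was represented by 1 peak list and no difference between the lists has a replicate check. The lists hold intervals without scores or read counts, so the number of reads behind each peak is unknown. The numbers of mapped reads that the study states for its libraries are close in total between the conditions and stand among the values it reported. Intervals given for a difference are 95% intervals from 1000 resamples of genes. They describe the spread between genes within these lists and not the spread between cultures.

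The first comparison asked how many transcripts carried Srsf3 peaks with and without ligand. The PDGF-AA list held more peaks than the untreated list, 8384 against 6396, a ratio of 1.31. These peaks fell in 4491 genes in the PDGF-AA list and 3585 genes in the untreated list, a ratio of 1.25. Protein-coding genes held 99.6% of peaks in the PDGF-AA list and 99.2% in the untreated list, while small nucleolar RNA genes held 3 and 15 peaks. Peaks were narrow in both lists, with a median width of 49 nt in the PDGF-AA list and 48 nt in the untreated list. The widest untreated peak covered 454 nt in an intron of Mbnl2, a splicing regulator, at chromosome 14, 120650804 to 120651257 on GRCm39. Together the peaks covered 448325 nt in the PDGF-AA list and 341368 nt in the untreated list. The untreated list rested on 2 libraries and the PDGF-AA list on 1, and the numbers of peaks were not adjusted for this.

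The second comparison asked whether Srsf3 occupied the same sites in both conditions. Bound genes were shared more often than the sites within them, which is largely built in because a gene is a larger target than a peak. No repeat list of a condition exists to show how far sites would be shared without a change of ligand. Of 5368 genes with a peak in either list, 2708 had peaks in both (75.5% of untreated and 60.3% of PDGF-AA genes), 877 only in the untreated list and 1783 only in the PDGF-AA list. By contrast, 2484 untreated peaks (38.8%, Wilson interval 37.6 to 40.0%) overlapped a PDGF-AA peak on the same strand by at least 1 nt, and 2483 PDGF-AA peaks (29.6%, 28.6 to 30.6%) overlapped an untreated peak. Peaks placed at random within the same gene and region overlapped in 4.87% and 3.49% of cases. Sharing differed by region. Among untreated peaks, 57.5% of those in coding sequence (CDS) and 14.6% of those in introns were shared, whereas among PDGF-AA peaks 29.3% of those in CDS and 33.9% of those in introns were shared. Fn1, which encodes the matrix protein fibronectin, kept many sites, with 10 of 12 untreated peaks overlapping a PDGF-AA peak. The same held for Plec, which encodes the cytoskeletal linker plectin, with 18 of 22 untreated peaks shared. None of the 8 untreated peaks in Syn3, which encodes a synapsin, overlapped a PDGF-AA peak. When tandem CA repeat peaks were left out, an alternative chosen after seeing the data, 45.0% of untreated peaks were shared.

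The third comparison concerned where in the transcript Srsf3 was bound. CDS held 54.7% of 6265 placed untreated peaks in protein-coding genes and 81.9% of 8255 PDGF-AA peaks, a difference of 27.1 percentage points (25.6 to 28.7). Introns held 36.3% of untreated peaks and 11.9% of PDGF-AA peaks, a difference of -24.4 points (-26.0 to -22.8). The 5' UTR share was 5.24% in the untreated list and 2.82% in the PDGF-AA list, a difference of -2.41 points (-3.12 to -1.75). The 3' UTR shares were 2.46% and 2.88%, and the interval of their difference, 0.425 points (-0.0311 to 0.912), included 0. Peaks shared by the lists overlap each other and so lie in the same regions by definition, with 81.4% and 81.5% in CDS and 13.7% and 13.8% in introns. Among peaks without an overlap, 50.6% of untreated peaks and 11.2% of PDGF-AA peaks lay in introns. Genes bound in both lists also differed, by 22.6 points for CDS (20.9 to 24.2) and -19.6 points for introns (-21.3 to -17.9). Zmiz1, a transcriptional coregulator, had 4 untreated peaks, all in introns and 3 of them with a tandem CA run, and 13 PDGF-AA peaks, of which 7 were in CDS, 4 in the 5' UTR and 2 in introns. Ltbp2, a latent TGF-β binding protein, went from 2 CDS and 4 intron peaks in the untreated list to 13 CDS peaks in the PDGF-AA list. Without tandem CA repeat peaks the CDS difference was 16.8 points and the intron difference -13.2 points, and when any overlap with a UTR took precedence over CDS the CDS difference was 8.97 points.

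**Figure D1:**
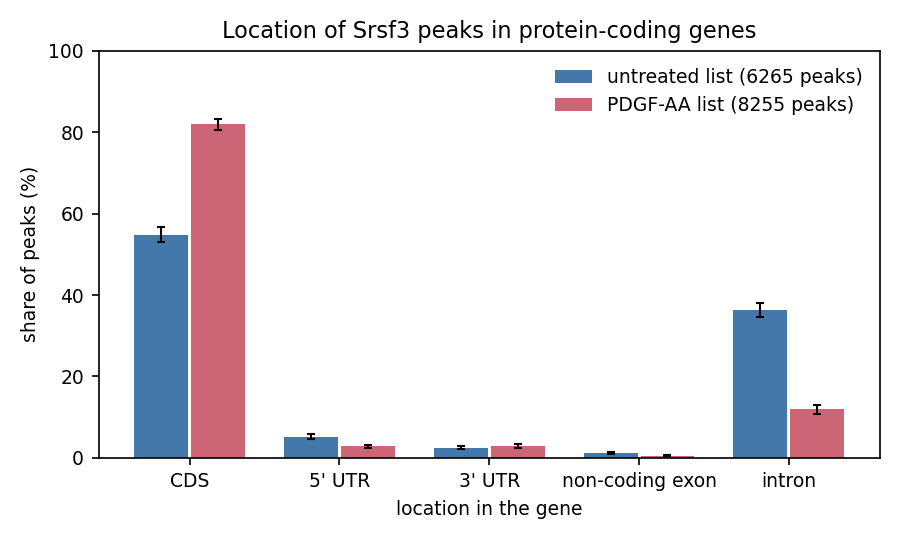
Share of peaks (%) in each region of protein-coding genes in the untreated list (6265 placed peaks) and the PDGF-AA list (8255 placed peaks); error bars are 95% intervals from 1000 resamples of genes. CDS holds 54.7% of untreated and 81.9% of PDGF-AA peaks and introns hold 36.3% and 11.9%.

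The fourth comparison examined binding around splice sites, where SR proteins take part in exon definition. On the exonic side of both splice sites, mean coverage by peaks over 100 nt was higher in the PDGF-AA list. On the intronic side the mean was higher in the untreated list. The last intron positions before the 3' splice site ran the other way, with 0.0161% in the untreated list and 0.0234% in the PDGF-AA list at position -5. Across 68488 internal exons of 5095 bound genes, the first 100 nt of exon after the 3' splice site were covered in 2.42% of exon positions in the PDGF-AA list and 1.03% in the untreated list, a ratio of 2.35 (2.23 to 2.47). The last 100 nt of exon before the 5' splice site were covered in 2.85% and 1.56%, a ratio of 1.83 (1.76 to 1.91). The gap closed toward the exon end. The PDGF-AA and untreated lists had 2.23% and 0.459% at position -100, 2.00% and 1.93% at -5, and 1.80% and 1.82% at -2. These ratios were not adjusted for the number of CDS peaks, 6760 and 3430, so they do not show a gain particular to splice sites. In the intron after the 5' splice site, coverage was 0.0282% in the PDGF-AA list and 0.150% in the untreated list, a ratio of 0.188 (0.153 to 0.226). In the intron before the 3' splice site it was 0.0211% and 0.0507%, a ratio of 0.416 (0.312 to 0.556). The intervals of the lists lay 1 nt downstream of the annotated exon edges in genome coordinates, and moving them back by 1 nt, a choice made after seeing the data, gave intron ratios of 0.138 (0.104 to 0.176) after the 5' splice site and 0.295 (0.192 to 0.432) before the 3' splice site. Along the coding sequence, the median position of CDS peaks was 49.0% of its length in the untreated list and 48.7% in the PDGF-AA list, and the interval of the difference (-2.02 to 1.62) included 0.

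**Figure D2:**
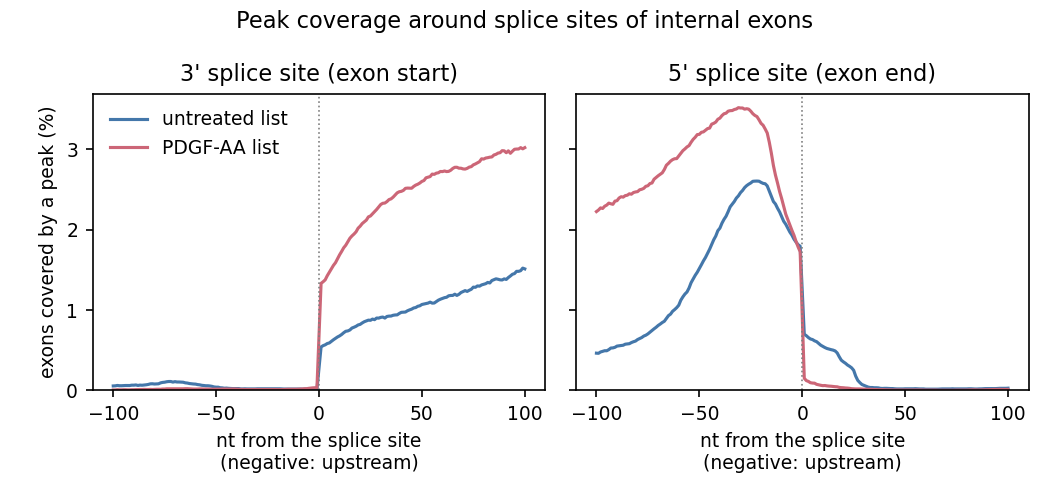
Share of internal exons (%) covered by a peak at each position within 100 nt of the 3' splice site (left) and the 5' splice site (right), for the untreated list and the PDGF-AA list, with the deposited intervals moved back by 1 nt to meet the annotated exon edges. The PDGF-AA line lies above the untreated line over most of the exon, and the untreated line lies above it just downstream of the 5' splice site.

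The fifth comparison addressed the GC content and length of the bound exons. Exons bound by Srsf3 were richer in GC and longer than unbound exons of the same genes, and those in the PDGF-AA list were lower in GC and longer than those in the untreated list. Median GC content was 55.7% (55.3 to 56.0) for 2583 internal coding exons bound in the untreated list, 54.7% (54.4 to 54.9) for 4729 bound in the PDGF-AA list, and 50.9% (50.6 to 51.1) for 59918 unbound exons. The difference between the lists was -0.965 percentage points (-1.27 to -0.686). Median exon length was 133 nt, 146 nt and 121 nt in the same order, and the lists differed by 13 nt (9 to 15). When bound status was permuted within genes, bound exons exceeded unbound ones by a median of 3.35 GC points for the untreated list and 2.08 points for the PDGF-AA list, below the observed 4.80 and 3.84 points. The 2-sided permutation p was 0.002 for GC and for length in each list, the smallest that 1000 permutations can give. Any overlap with a peak made an exon bound, so a longer exon could be hit more often by its size alone. The permutation did not allow for this, and its p for length cannot show a preference for long exons. Of the bound exons, 1512 were bound in both lists, 1071 in the untreated list alone and 3217 in the PDGF-AA list alone. For exons bound in one list alone the GC difference was -2.0 points and the length difference 24 nt.

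The sixth comparison concerned the sequences under the peaks. CA-rich sequence was enriched in intron peaks of both lists, more so in the untreated list, but not detectably in CDS peaks, and GA-rich sequence was enriched in both lists. The hexamer CACACA occurred 65.9 times per kb in untreated peaks and 4.72 times per kb in PDGF-AA peaks, against 0.980 and 0.525 times per kb in control windows of the same genes, regions and widths. Its log2 ratio to controls was 6.07 (5.86 to 6.28) in the untreated list and 3.17 (2.84 to 3.46) in the PDGF-AA list, a difference of -2.90 (-3.27 to -2.56). In untreated peaks the CACACA ratio was 6.36 among intron peaks, 0.10 (-0.34 to 0.49) among CDS peaks and 1.71 (1.31 to 2.08) without tandem CA repeat peaks. In PDGF-AA peaks it was 4.04 (3.62 to 4.49) among intron peaks, -0.36 (-0.70 to 0.00) among CDS peaks and -0.29 (-0.78 to 0.17) without tandem CA repeat peaks, of which that list holds 99. Leaving out those peaks removed CA runs from peaks and not from control windows. It therefore lowers the CACACA ratio partly by construction. AGAAGA had log2 ratios of 2.90 (2.67 to 3.12) and 3.16 (3.0 to 3.32), a difference of 0.27 (0.04 to 0.47), which was 1.83 among intron peaks, 0.71 against windows 100 to 300 nt away and 0.77 among peaks found in one list alone. For GAAGAA (2.86 and 3.07), AAGAAG (2.86 and 3.05) and GAAGCG (1.35 and 1.70) the interval of the difference between the lists included 0. It left out 0, with higher ratios in the PDGF-AA list, among intron peaks (1.82, 1.67 and 3.66), against windows 100 to 300 nt away (0.79, 0.72 and 0.66) and among peaks found in one list alone (0.71, 0.58 and 1.51). Without tandem CA repeat peaks the differences were -0.13 for GAAGAA, -0.04 for AAGAAG and 0.50 (0.16 to 0.83) for GAAGCG. The GAAGCG ratios among intron peaks had wide intervals, -2.20 (-4.15 to -0.77) in the untreated list and 1.46 (-0.40 to 2.68) in the PDGF-AA list. These hexamers were chosen by the study on the same libraries and are not independent evidence. The 5 highest ranked hexamers were ACACAC, CACACA, ACGCAC, CACGCA and ACACGC in the untreated list and ACACAC, CACACA, AGAAGA, GAAGAA and AAGAAG in the PDGF-AA list. Without tandem CA repeat peaks they were GAAGAA, TAGGTA, AGAAGA, AAGAAG and AGGAAG in the untreated list and AGAAGA, GAAGAA, AAGAAG, GAAGAG and ACGACG in the PDGF-AA list. Hexamers of A and T alone were depleted, with log2 ratios of -5.21 in the untreated list and -4.10 in the PDGF-AA list. Hexamers of G and C alone had ratios of 1.07 (0.96 to 1.17) in the untreated list and 0.04 (-0.05 to 0.13) in the PDGF-AA list. Their difference was -1.03 (-1.14 to -0.91). The CACACA difference was -0.46 (-0.86 to -0.04) among CDS peaks and -5.36 among peaks found in one list alone. Among CDS peaks the AGAAGA difference was 0.11 and the difference for hexamers of C and A alone was -0.05, with both intervals including 0, and without tandem CA repeat peaks the AGAAGA difference was 0.04.

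A perfect tandem CA run of at least 12 nt, a definition chosen after seeing the data, was present in 1084 untreated peaks (16.9%, Wilson interval 16.0 to 17.9%) of 796 genes and in 99 of 8384 PDGF-AA peaks (Wilson interval 0.971 to 1.44%) of 93 genes. In the untreated list 94.3% of these peaks were intronic, and they made up 44.9% of all intron peaks. By the read numbers the study states, the removal of repetitive elements before alignment took no reads from an untreated Srsf3 library. It took reads from both other Srsf3 libraries, and an error in the unchanged number cannot be excluded. Of the CA repeat peaks, 8.30% of those in the untreated list and 83.8% of those in the PDGF-AA list overlapped a peak of the other list. The peak with the most CACACA copies, 130, was the Mbnl2 intron peak named above. In the PDGF-AA list it was an intron peak of Kalrn at chromosome 16, 34043436 to 34043548, with 39 copies, and it overlapped an untreated peak. The single peak in Pdgfra, which encodes the receptor for PDGF-AA, was in the untreated list in the 5' UTR of exon 1 at chromosome 5, 75316726 to 75316827, and held a CA run of 46 nt.

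**Figure D3:**
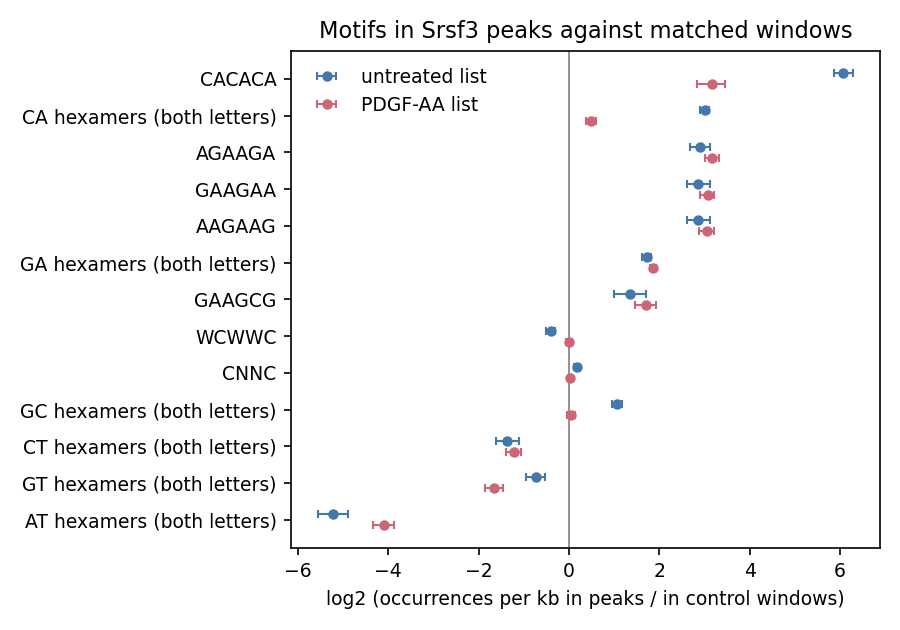
Log2 ratio of motif occurrences per kb in peaks to those in control windows of the same gene, region and width, for the untreated list and the PDGF-AA list, with 95% intervals from 1000 resamples of genes; "both letters" marks hexamers made of exactly the 2 named bases. CACACA lies at 6.07 in the untreated list and 3.17 in the PDGF-AA list, while the GA-rich hexamers lie close together in both.

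The seventh comparison counted peaks per gene. In 2716 genes there were more peaks in the PDGF-AA list, in 1431 genes there were fewer and in 1221 genes the numbers were equal. Among genes bound in both lists, 933 had more peaks in the PDGF-AA list and 554 had more in the untreated list. Fn1 had 12 untreated and 20 PDGF-AA peaks, all in CDS. The collagen receptor subunit Itga11 had 4 and 11 peaks, and the plakin Dst had 14 and 20. Ltbp2 went from 6 to 13 peaks, Syne1, a nuclear envelope protein, from 3 to 9, and Ldlrad4 from 3 to 9. In the other direction, Col5a1, which encodes a chain of type V collagen, had 26 untreated and 8 PDGF-AA peaks, with 20 and 7 of them in CDS. All 8 PDGF-AA peaks in Col5a1 overlapped an untreated peak, among them one in exon 8 at chromosome 2, 27842286 to 27842391. The forkhead factor Foxp1 had 16 and 8 peaks, with 14 and 2 in introns, although the peak caller had named another gene for 9 of these 24 and its names leave 4 PDGF-AA peaks. The scaffold Magi1 had 13 and 5, and the guidance ligand Slit3 had 11 and 5. Pdzrn3 had 12 and 6 peaks, the atypical cadherin Fat1 11 and 5, Syn3 8 and 1, Gpc6 8 and 3, and Adam12 7 and 2. Dlg5, a scaffold protein, had 5 peaks in the untreated list and none in the PDGF-AA list. Without tandem CA repeat peaks the difference became 0 in Adam12, -1 in Foxp1, -2 in Pdzrn3, and -3 in Slit3, Gpc6 and Dlg5, and with peaks within 50 nt merged it became -4 in Foxp1 and Magi1 and -2 in Adam12. Leaving out the CA repeat peaks also lowered the untreated number to 0 in Itga11 and Ldlrad4, to 1 in Zmiz1 and Syne1 and to 3 in Ltbp2, while their differences stayed within 1.5 times.

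Plec had 22 and 20 peaks and Trio had 19 and 17. Galnt2l had 64 untreated and 78 PDGF-AA peaks and Gm42416 had 15 and 33, the highest totals of all genes. Both are uncertain. Galnt2l is absent from the annotation used here, so its peaks were not placed in a region, and the span of Gm42416 overlaps many other genes. The peak caller had named another gene for 72 of 142 peaks in Galnt2l and for 33 of 48 in Gm42416, mainly protocadherin genes in the latter. By the caller's names Galnt2l had 28 and 44 peaks and Gm42416 had 8 and 7. Of the genes the study followed, Becn1, which encodes Beclin-1, had 1 PDGF-AA peak in exon 7 at chromosome 11, 101185884 to 101185939, and no untreated peak. Wdr81, a regulator of endosomes, had 3 PDGF-AA peaks, in exons 1, 6 and 8, and no untreated peak. The exon 8 peak lay at chromosome 11, 75335532 to 75335551. Acap3, a GTPase-activating protein for Arf6, had 2 untreated peaks, 1 of them in an intron, and 1 PDGF-AA peak, with overlapping peaks in exon 18 of its longest coding transcript in both lists, at chromosome 4, 155987834 to 155987869 in the untreated list and 155987792 to 155987868 in the PDGF-AA list. Srsf3 itself had no peak in either list. These counts have no error, since each gene has 1 value per list.

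**Figure D4:**
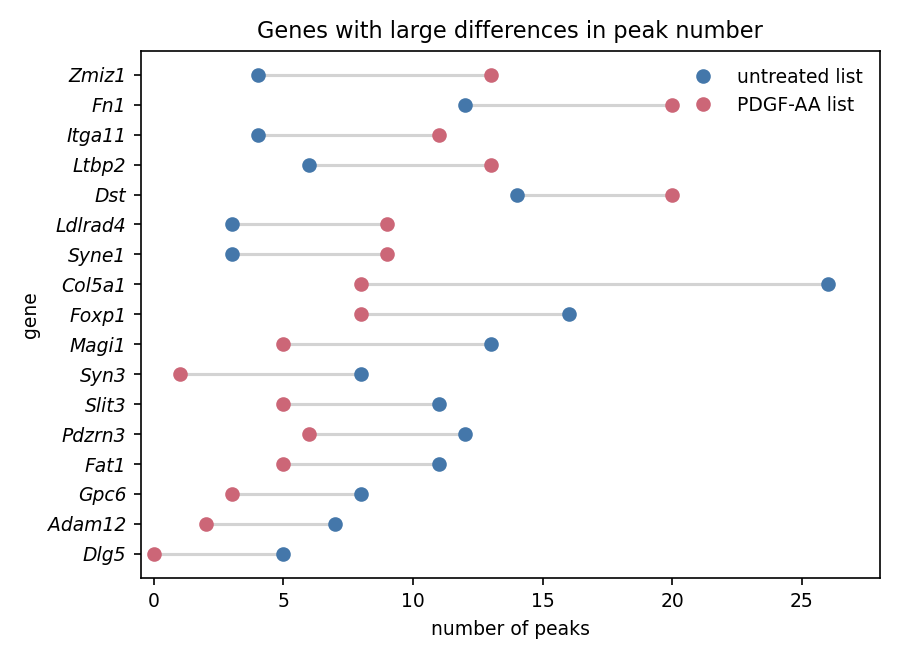
Number of peaks per gene in the untreated list and the PDGF-AA list for genes with large differences, leaving out Galnt2l and Gm42416, for which the peak caller often named other genes. Fn1 goes from 12 to 20 peaks and Col5a1 from 26 to 8.

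The last comparison asked whether genes of a shared function were bound in one list more often than chance. No list of genes differed from random lists of bound genes matched on peak number after correction. Of 33 lists fixed before the data were examined, 25 had at least 5 bound genes, and 0 of these had a Benjamini-Hochberg adjusted permutation p under 0.05 for the share of members bound in the PDGF-AA list alone or for the median difference in peak number. At an unadjusted p under 0.05 there was 1 list for the share and 0 for the difference. That list was endosome and receptor trafficking, with 23 of 40 bound members (57.5%) in the PDGF-AA list alone against a random median of 40.0% (permutation p = 0.0114, adjusted p = 0.285). The study had picked this theme from the same libraries, so the count is not independent evidence. Its members with the most peaks were Snx9 with 4 untreated and 2 PDGF-AA peaks, Ehd1 with 2 and 3, Vps16 with 3 and 2, and Eea1 with 1 and 3. On simulated lists of 25 genes the test found 10 of 20 lists with 18 members bound in the PDGF-AA list alone and 20 of 20 with 25 such members. Even a large excess can therefore be missed. The simulation adjusted more lists together and used fewer random draws than the real test, so these rates may not carry over to it. Without matching on peak number, 4 lists had an adjusted permutation p under 0.05 for the share: endosome and receptor trafficking was above its random median (57.5% against 32.5%, adjusted p = 0.020), and actin cytoskeleton (5.13%), adhesion (9.38%) and extracellular matrix (2.94%) were below theirs. For the endosome list the unadjusted permutation p was 0.192 with peaks of at least 30 nt (55.6% against 44.4%) and 0.110 with CDS peaks only (77.1% against 65.7%). With CDS peaks only, the actin cytoskeleton list had an unadjusted permutation p of 0.0132 (17.9% against 30.8%, adjusted p = 0.330).

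Matrix and cytoskeletal genes were mostly bound in both lists, against 2708 of all 5368 bound genes. Against random lists matched on peak number, their share in the PDGF-AA list alone did not pass (adjusted permutation p = 0.849 for matrix and 0.805 for actin cytoskeleton). Of 34 bound extracellular matrix genes, 31 were bound in both lists, 2 in the untreated list alone and 1 in the PDGF-AA list alone, with Hspg2 (perlecan) at 11 and 15 peaks and Col12a1 at 10 and 10. Of 39 bound actin cytoskeleton genes, 34 were bound in both, including the non-muscle myosin Myh9 with 13 and 16 peaks and Actn1 with 9 and 11. Of 32 bound adhesion genes, 25 were bound in both, including Flna with 5 and 8 peaks. In the PI3K and Akt pathway, 12 of 25 bound members were bound in both and 11 in the PDGF-AA list alone, with 1 and 7 peaks in the lipid phosphatase gene Inppl1, 2 and 4 in Irs1, and 0 and 5 in Rptor (share permutation p = 0.221). Of 22 bound MAPK pathway genes, 8 were bound in the PDGF-AA list alone, and Nf1 had 3 and 2 peaks. Among 14 bound SR protein genes 11 were bound in both lists, with Srrm2 at 6 and 8 peaks and Son at 3 and 5. Among 13 bound genes for SR protein kinases and phosphatases 10 were bound in both, with Clk1 at 2 and 3 peaks. Of 50 bound chromatin regulators 39 were bound in both, with Crebbp at 9 and 5 peaks. Palate and skeletal genes numbered 27 bound, 24 of them in both lists, with Fgfr2 at 9 and 7 peaks (4 of them in a gene the peak caller had named differently), Zeb1 at 3 and 6, and Runx1 at 2 and 5. Of the PDGF receptors and ligands, Pdgfrb had 3 and 4 peaks, Pdgfc 3 and 2 and Pdgfa 1 and 1.

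Further gene groups were tested in the same way, and none of the groups from TGF-β and BMP to glycolysis had an unadjusted p under 0.05. Of 26 bound TGF-β and BMP pathway genes, 17 were bound in both lists and 6 in the untreated list alone, with Tgfbr2, a TGF-β receptor, at 5 and 5 peaks and Ltbp3 at 6 and 7. Of 19 bound Wnt pathway genes, 12 were bound in both, with the transcription factor Tcf7l2 at 1 and 7 peaks and the receptor Ror2 at 2 and 5. Cell cycle genes had 13 of 25 bound members in the PDGF-AA list alone, and the kinase inhibitor Cdkn1b had 1 and 3 peaks. Autophagy genes had 7 of 15 bound members in the PDGF-AA list alone, and the adaptor Sqstm1 had 2 and 1 peaks. Ribosomal protein genes had 9 of 20 bound members in the PDGF-AA list alone, and Rpl8 had 1 and 3 peaks. Core spliceosome genes had 16 of 27 bound members in both lists, with Sf3b2 at 3 and 4 peaks. Genes for hnRNPs had 15 of 21 in both, with Ptbp1 at 4 and 5, and other splicing regulators had 20 of 26 in both, with Acin1 at 2 and 5. Genes of mRNA export and decay had 18 of 27 in both, with the decay helicase Upf1 at 2 and 4 peaks. Clathrin and endocytosis genes had 19 of 26 in both, with the dynamin Dnm1 at 6 and 3 peaks and Synj2 at 2 and 7. Immediate early genes had 13 of 20 in both, with Fosl2 at 4 and 4 and Myc at 4 and 3. Translation factor genes had 17 of 21 in both, with Eif4g3 at 7 and 6 peaks, and transcription machinery genes had 28 of 33 in both, with Cpsf1 at 4 and 3. Chaperone genes had 8 of 16 in both and glycolysis genes 6 of 12, with the chaperone Calr at 1 and 3 peaks and the enzyme Pkm at 2 and 3. Markers of other cell types had too few bound genes to be tested, with no bound gene among epithelial or muscle markers, Cd68 alone among blood and immune markers, Flt1 and Vwf among endothelial markers, and Map2 and Rbfox3 among neural and glial markers.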

Values the study reported

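The study gave 440436 and 388996 mapped reads for its 2 Srsf3 libraries without PDGF-AA and 872085 for the library with PDGF-AA, and 17206 and 24275 for the size-matched inputs. Collapsed reads before and after the removal of repetitive elements were 2758371 and 2758371 for replicate 1 without PDGF-AA, 2742638 and 2065674 for replicate 2 without PDGF-AA, and 3417325 and 2845801 for the library with PDGF-AA. The study reported 6555 eCLIP peaks in protein-coding genes without PDGF-AA and 8584 with it. It placed 56.9% of the peaks without ligand in coding exons and 25.8% in introns, against 83.2% and 8.91% with ligand. The shares in 5' UTRs were given as 11.7% and 4.53%, and those in 3' UTRs as 5.60% and 3.34%. It counted 2660 transcripts, with 3388 peaks, that were bound in only one of the conditions. The reported median GC content was 57.9% for exons bound without ligand, 53.8% for exons bound with ligand and 51.5% for unbound exons.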

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

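Leaving out tandem repeat peaks, the gene named by the peak caller, counting all repeated intervals, protein-coding transcripts only and moving the intervals back by 1 nt were chosen after seeing the data. No paired analysis was possible because each condition has a single peak list and the results come from no test across libraries. No library could be left out for the same reason. Leaving out soft-masked repeats, in 2 variants, was not run, because the reference sequence carries no soft-masking. Of 174 alternative values for the main comparisons, 150 were unchanged, which means the same direction and side of the threshold, or for a count or share a value close to the first. In every alternative run for them, direction and side were kept by the differences in CDS share (8.97 to 32.0 points), intron share (-29.6 to -11.6) and 5' UTR share (-3.34 to -1.58), exon GC (-2.0 to -0.823) and exon length (11 to 24 nt), by the CACACA difference (-5.36 to -0.46) and by the splice site ratios. The number of peaks of each list stayed within 1.5 times. The cause of the other changes was not tested. The lists give no reads behind a peak, so the effect of depth on them was not tested.

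Shared peaks fell to 30.8% (untreated) and 23.6% (PDGF-AA) with reciprocal overlap of at least 50% and were 41.4% and 32.5% within 100 nt; without tandem CA peaks the untreated share was 45.0%. The 3' UTR difference passed its threshold at 0.506 points with any overlap and CDS first, 15.9 with UTRs first, 0.610 with the longest coding transcript, 0.552 with protein-coding transcripts only, 0.619 without tandem CA peaks and 0.654 without tandem repeat peaks. The non-coding exon difference became 0.00819 points with the longest coding transcript and 0.00444 with protein-coding transcripts only, both of which remove most non-coding exons by construction. Without matching on peak number, 4 gene lists passed, endosome and receptor trafficking with a higher share in the PDGF-AA list alone and 3 with a lower one.

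Among CDS peaks, the differences between the lists were 0.11 for AGAAGA, -0.0471 for hexamers of C and A alone, 0.0341 for those of G and A alone and -0.00342 for those of C and T alone. The PDGF-AA ratios to controls there were -0.36 for CACACA, -0.0323 for WCWWC, -0.0346 for CNNC, -0.0272 for C and A hexamers and -0.0950 for G and C hexamers. CDS peaks were not alike in every motif. The untreated ratio there was 0.55 (0.38 to 0.73) for G and C hexamers, and the G and T ratios were -1.18 (untreated) and -1.90 (PDGF-AA). Without tandem CA peaks, the differences were 0.0388 for AGAAGA, -0.0426 for AAGAAG, -0.13 for GAAGAA, 0.50 (0.16 to 0.83) for GAAGCG, -0.15 (-0.24 to -0.05) for G and A hexamers, turned from 0.14 and past the threshold, and -0.23 (-0.43 to -0.03) for C and T hexamers, and the PDGF-AA ratios were -0.29 for CACACA and -0.0273 for C and A hexamers. Without any tandem repeat peaks, the differences were 0.68 (0.36 to 1.01) for GAAGCG and 0.23 (0.05 to 0.42) for AAGAAG, both past the threshold, -0.0682 for G and A hexamers and -0.14 for C and T hexamers, and the PDGF-AA ratios were -0.27 for CACACA, -0.0456 for C and A hexamers and -0.00834 for G and C hexamers. GAAGCG in untreated intron peaks was at -2.20, WCWWC in PDGF-AA peaks without an overlap at -0.0451, and the CNNC difference against windows 100 to 300 nt away at 0.0321. Of the 5 highest hexamers, 0 (untreated) and 2 (PDGF-AA) stayed among the 5 highest in CDS peaks, and 0 and 3 without tandem CA peaks. Leaving out tandem repeat peaks did not take such runs out of the control windows, so the ratios of CA hexamers fall partly by construction. The difference in peak number became 2 in Plec when peaks within 50 nt were merged and 1 in Trio without tandem CA peaks, and -1 in Gm42416 with the gene named by the peak caller. In Gm42416, 12 of 15 untreated and 0 of 33 PDGF-AA peaks held a tandem CA run, so leaving these out widens its difference. Without tandem CA peaks the difference was smaller in Adam12 (0), Foxp1 (-1), Pdzrn3 (-2), Slit3, Gpc6 and Dlg5 (-3).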

Other observations

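The tests of tandem CA repeats as a part or as the whole of the intron difference, and the count of peaks across splice junctions, were chosen after the result was seen.

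Peaks that run from an exon into the intron behind it were more frequent in the untreated list. With at least 5 nt on each side of a 5' splice site of an internal exon, there were 411 such peaks in the untreated list (6.43%, Wilson interval 5.85 to 7.05%) and 60 in the PDGF-AA list (0.716%, 0.556 to 0.920%). At 3' splice sites the numbers were 5 and 13. The untreated junction peaks lay in 359 genes, 40 of them with at least 2, and the PDGF-AA junction peaks in 59 genes. Piezo1, a mechanically activated ion channel, had 5 and 1, Trio 4 and 1, Actn1 3 and 1, and Hspg2, Myh9, Lrp1 and Fasn 3 and 0. GGTAAG or GGTGAG, sequences of strong 5' splice sites, was present in 44.5% of the untreated and 45.0% of the PDGF-AA junction peaks. These peaks were picked for spanning a 5' splice site. The share over all such sites was not computed, so a preference for strong sites cannot be read from these values.

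Crebbp, a histone acetyltransferase gene, had 7 of its 9 untreated peaks in the 5' UTR and none of its 5 PDGF-AA peaks there. Intron peaks rich in AGAAGA were present in both lists, with 59 copies in an untreated peak of Galnt17 at chromosome 5, 131282371 to 131282786, and 36 copies in a PDGF-AA peak of Tll1 at chromosome 8, 64632475 to 64632601.

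Exon GC medians differed here by -0.965 points between the lists, less in size than the medians quoted from the study above. The exon sets may be unlike: here exons bound in both lists count in each, and unbound exons come from bound genes alone. The study described exons bound with ligand as similar in GC to unbound exons. Here their medians were 54.7% and 50.9%. The untreated intron share here, 36.3%, was higher than the value quoted from the study. The 5' UTR shares here were 5.24% in the untreated list and 2.82% in the PDGF-AA list. Both are lower than the values quoted from the study above. The 3' UTR share in the untreated list was 2.46%. That is lower than the value quoted from the study above. The order of regions used by the study is not known here, and these shares move with the region rule: with any overlap and UTRs first the 5' UTR shares were 7.01% and 5.12% and the untreated 3' UTR share 33.4%, and with the longest coding transcript the last was 1.26%.

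Introns held 36.3% of untreated and 11.9% of PDGF-AA peaks, a difference of -24.4 percentage points. Genes bound in a single list are argued against as the whole cause, since the difference was -19.6 points (-21.3 to -17.9) among genes bound in both lists. Such genes can still give unequal numbers of peaks to the lists, so an unequal weight of genes stays open as a cause. The choice between overlapping genes is argued against as a cause. With the gene named by the peak caller the difference was -24.6 points (-26.2 to -23.1). Peaks with a perfect tandem CA run of at least 12 nt are argued against as the whole cause. Without those peaks the difference was -13.2 points (-14.7 to -11.6), at least 11.6 points in size. Shorter or interrupted CA repeats were not removed and stay open: CACACA was present in 1276 untreated peaks, against 1084 with such a run. Whether the peaks with such a run account for over 50% of the difference cannot be told apart, since that interval spans the midpoint. The condition and the number of libraries differ together. A response to PDGF-AA and a difference between libraries, including the possibly unequal removal of repeat reads named below, therefore both stay open.

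Tandem CA repeats were present in 1084 of 6396 untreated and 99 of 8384 PDGF-AA peaks. Signal without strand preference is argued against, since TG runs were 0.0470 times as frequent as CA runs in untreated peaks (0.0338 to 0.0619) while 79 control windows held a TG run and 75 a CA run. Reads spread at random over CA repeats of all genes are argued against too, since 53.6% of 750 genes with an intronic CA repeat peak had a CDS peak in the PDGF-AA list, 2.73 times (2.49 to 2.98) the share in length-matched genes, although a caller that needs reads in a gene could raise this ratio. A difference between libraries cannot be told apart from the condition, because 0 lists hold a single untreated library. A candidate source is the removal of repeat reads. By the study's read numbers it took nothing from an untreated library and took reads from both other Srsf3 libraries, unless the unchanged number is an error. A loss of Srsf3 from intronic CA repeats after PDGF-AA is a hypothesis that these lists do not decide.

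Exons bound in the PDGF-AA list had a lower median GC content, with a difference of -0.965 points (-1.27 to -0.686). Different genes stay open as a cause. The difference was -0.823 points (-1.10 to -0.565) among genes bound in both lists, but such genes can give unequal numbers of bound exons. With bound status permuted within genes, bound exons still exceeded unbound ones by 3.35 GC points in the untreated list and 2.08 in the PDGF-AA list. The permuted ranges, 3.09 to 3.57 and 1.88 to 2.27, did not overlap. The genes that hold the bound exons therefore carry a GC difference of their own, in the same direction as the difference between the lists. How much of the -0.965 points remains within genes was not computed, so a lower GC within genes is not shown. Exon number within the transcript is argued against as the cause. The difference was -1.11 points (-1.40 to -0.634) in earlier exons and -0.890 points (-1.42 to -0.510) in later ones. A difference between the libraries was not tested and stays open beside a response to PDGF-AA.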
